A study of Arabidopsis thaliana with 14 samples. Its data were reported in "Natural epigenetic polymorphisms lead to intraspecific variation in Arabidopsis gene imprinting" (2014).

How the data were processed

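Whole-genome bisulfite sequencing was performed on embryo and endosperm DNA of Arabidopsis thaliana dissected 6 days after pollination. The labels give 7 crosses, written with the female parent first: Col x Col, Ler x Ler, Cvi x Cvi, Col x Cvi, Cvi x Col, Ler x Cvi and Cvi x Ler. Each cross gave 1 embryo library and 1 endosperm library, so the 14 libraries form 14 groups of 1 and no group has replicates.

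Per the study's methods, the authors filtered reads on quality and mapped them with Bismark, whose version is not given in the sources used here. Col and Cvi libraries were mapped to the TAIR10 assembly, and Cvi reads left unmapped were placed on a version of it carrying Cvi substitutions. Ler libraries were mapped to a Ler genome, and positions were then converted to TAIR10. Hybrid reads went first to TAIR10 or to the Ler genome and then to the Cvi-substituted sequence. The authors removed redundant reads and extracted cytosine calls in 3 sequence contexts, CG, CHG and CHH, where H is any base but G. Cytosines with at least 5 reads were summarised in windows of 300 nt at steps of 200 nt.

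The weighted files, as deposited, hold the count of unmethylated calls and the count of methylated calls in each window, with the percent of calls that were methylated. The window mean files, as deposited, hold a percent per window. From the values, this is the mean of the percentages of single cytosines without weighting by reads. The files have no header, and the units were checked on the values. In the Col x Col endosperm the weighted CG file holds 8430 nuclear windows and the window mean file holds 311463, so the 2 summaries of this library do not cover the same windows, and its weighted values describe a small part of the genome. Weighted values were used throughout, with the window mean files as an alternative.

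The reference used here was TAIR10.1 with its RefSeq annotation. Its 5 nuclear chromosomes have lengths that fit the window positions in the files, whereas its mitochondrial sequence differs from the one behind the files, so no mitochondrial coordinates are printed. An annotation of transposable elements was not used here. Windows were therefore divided into protein-coding gene bodies, pseudogenes, non-coding RNA genes and windows outside annotated genes. A window overlapping several classes was given to the first of them in that order. Centromere positions were taken as the midpoint of the longest internal run of unknown bases on each chromosome.

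Depth was taken from the summed calls of the weighted files. Neighbouring windows overlap, so a call can be counted in more than 1 window. Shares of calls carry Wilson 95% confidence intervals. These intervals, and the limit that a count of 0 allows (3 counts of the total), cover counting error only, and they say nothing about variation between plants or libraries. Where levels are set side by side, the range over the 5 chromosomes is given as a description of spread within a library.

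Methylation levels are unweighted means of window percentages over windows shared by the libraries compared. The embryo libraries were compared over windows present in all 7. The endosperm libraries were compared over windows present in 6 of them, leaving out the Col x Col endosperm because of its few windows. The tissue difference was endosperm minus embryo over windows shared within each cross, tested with a two-sided exact sign-flip permutation test over the 7 crosses and adjusted by Benjamini-Hochberg over the 3 contexts. The crosses share parents and are not fully independent.

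Windows were called different between 2 libraries when a Fisher's exact test on methylated and unmethylated calls gave a Benjamini-Hochberg adjusted p under 0.01 and the percentages differed by at least 35 points in CG and CHG or 10 points in CHH. The rule follows the study's methods, which also ask for at least 3 cytosines (CG, CHG) or 10 cytosines (CHH) informative in both libraries. The number of informative cytosines was not used here, since the window values do not carry it. In its place a window had to hold at least that many reference cytosines, and at least 15 calls (CG, CHG) or 50 calls (CHH) in both libraries. This stand-in differs from the original rule, so the windows tested here are not the same set as in the study. Such a test compares 2 libraries, not 2 strains or tissues. Strain windows came from pairs of selfed embryos and tissue windows from the embryo and endosperm of 1 cross.

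The overlap of tissue windows with strain windows was set against 10000 circular shifts of the calls along each chromosome, which keep their spacing, and p values were adjusted over the 4 hybrid crosses. Hybrid position was the hybrid level minus the Cvi level divided by the other parent's level minus the Cvi level, over CG windows in gene bodies called in either direction between the selfed embryos.

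The genes to be named were set by a rule fixed before the data were examined, with 3 parts: 12 genes that the study lists as candidates for allele-specific imprinting, 10 loci that it examined by another assay or named for methylation, and up to 5 genes with called windows (embryo above endosperm, CG) in the most crosses, ties broken by the mean difference. The genes of the third part were thus chosen from the called windows themselves. Only protein-coding genes were ranked for the third part. For each gene the window with the widest CG range among the 3 selfed embryos was taken from the gene and its 2 kb flanks, the first of them where several tied.

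The Fisher procedure was tested on simulated counts, drawn with the depths of both real libraries and the levels of the first. Changed windows were highly methylated ones, lowered by more than the limit. Unchanged windows had the same level in both libraries, with counting error only. The rates below therefore leave out variation between plants or libraries, and they hold for large changes only. In the simulated comparison of Col and Cvi embryos (200979 windows), 178 of 200 changed windows were recovered (89%) and 0 unchanged windows were called. In the simulated comparison of Cvi x Cvi tissues (185948 windows), 156 of 200 were recovered (78%) and 0 unchanged windows were called.

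After the Cvi x Ler embryo was seen to depart from the other embryos, each library was searched for displaced profiles. Blocks of 400 kb were compared with the selfed embryos at offsets from 2.6 to 800 kb by a partial correlation that takes away the match in place, using windows with at least 10 calls and blocks with at least 300 such windows. A partial r of 0.3 or more was taken as a match. These settings were chosen after exploratory looks at this library. The search was tried on a synthetic profile, where a block counted only if it matched at the planted offset. With displaced shares of 0.2 and 0.4, 4 of 4 blocks were recovered at each share. With no displaced share, 0 of 4 blocks matched at that offset. Matches at other offsets were not counted, so this does not measure how often undisplaced libraries match.

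The alternatives tried were the window mean files, each library's own windows, fewer crosses, assignment by window midpoint, chromosome arms only (windows at least 3 Mb from the centromeres), selfed endosperms in place of selfed embryos, limits of 50 and 20 points, cytosine minimums of 6 and 20, no p-value limit, every second window, strain windows of either direction, all gene-body windows for hybrid position, and the mean over a gene and its flanks. They were fixed before the data were examined. The higher cytosine minimums also raised the call minimums in proportion, at 5 calls for each required cytosine. Leaving out the Cvi x Ler cross, using selfed endosperms as the parents of the Ler and Cvi hybrid endosperms, and thinning the Col x Col and Ler x Ler embryos to the calls of the Cvi x Cvi embryo were added after seeing the data. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0 and Matplotlib 3.10.9 were used.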

Results

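DNA methylation was profiled in embryo and endosperm of 3 Arabidopsis strains, Col, Ler and Cvi, and of 4 reciprocal F1 crosses of Cvi with Col or Ler. The endosperm is the nourishing tissue of the seed, which receives more maternal than paternal genomes. The data comprised 14 libraries, 1 for each of 7 crosses in each tissue. With no replicates, no level below has a replicate error.

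Depth differed widely among libraries. Nuclear CG calls summed over windows ranged from 214040 in the Col x Col endosperm to 62566453 in the Ler x Cvi embryo. The Col x Col and Ler x Ler embryos had 41029294 and 35149159 CG calls, and the Cvi x Cvi embryo had 8096343. The selfed endosperms of Ler and Cvi had 8763800 and 21029487, and the Cvi x Ler endosperm had 13957682. The Col x Cvi, Cvi x Col and Ler x Cvi endosperms had only 963440, 764048 and 541236. A CG window held a median of 6 calls in each of the Col x Col, Col x Cvi, Cvi x Col and Ler x Cvi endosperms, and a median of 98 in the Ler x Cvi embryo. Single windows in the 4 shallow endosperms therefore have wide counting error. Of all CG calls, 29.0% were methylated in the Col x Col embryo (Wilson 95% interval 29.0 to 29.0), 22.8% in the Ler x Ler embryo (22.8 to 22.9) and 19.5% in the Cvi x Cvi embryo (19.4 to 19.5).

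The Cvi x Ler embryo has a limit that applies to each of its values. In 228 of the 291 blocks of 400 kb searched (78.4%), its CG profile matched the selfed embryos a second time at an offset along the chromosome. In the 9 other libraries deep enough to search, 2.38% to 11.03% of blocks did so. The 4 shallow endosperms could not be searched. Part of the calls of this library thus appear at positions other than their own, and its values are given below with that limit. In the first block with a match, the offset was between 2.6 and 38 kb on the 5 chromosomes. In the last such block it was between 354 and 437 kb. Between successive blocks with a match the offset fell in 19 of 223 steps.

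**Figure D1:**
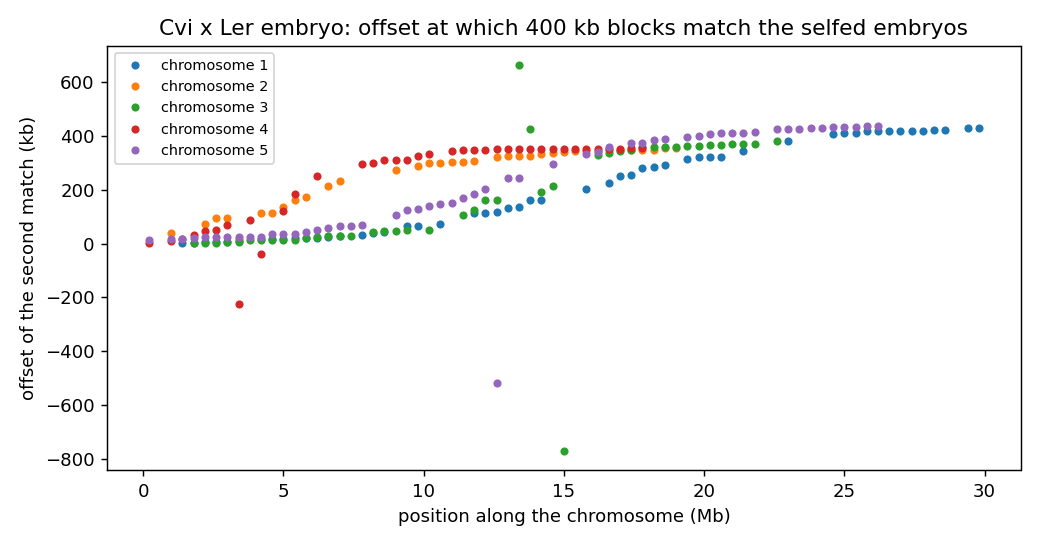
Offset in kb (vertical axis) at which each 400 kb block of the Cvi x Ler embryo matched the selfed embryos, against position along the chromosome in Mb (horizontal axis), 1 point per block and 1 colour per chromosome. The offset is above 0 in 224 of 228 blocks and climbs along each chromosome.

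Levels were first compared among the 7 embryos over 297067 CG windows present in all of them, to ask whether strains differ and whether hybrids lie between their parents. Mean CG methylation was 21.8% in Col x Col, 21.2% in Ler x Ler and 15.2% in Cvi x Cvi. The hybrids lay between these values, at 19.1% in Col x Cvi, 18.6% in Cvi x Col, 18.7% in Ler x Cvi and 19.04% in Cvi x Ler, the library with displaced calls. For Cvi x Cvi the 5 chromosomes ranged from 11.7% to 19.1%. Using each library's own windows moved the levels most, and raised the Col x Col embryo to 28.3%. CHG levels over 326839 shared windows were closer together, from 7.38% in Ler x Ler to 7.95% in Cvi x Col. CHH levels over 438752 shared windows ranged from 1.93% in Ler x Cvi to 2.43% in Col x Col.

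Among 6 endosperms, compared over 4435 shared CG windows, CG methylation ranged from 18.8% in Cvi x Cvi to 24.1% in Cvi x Ler. CHH methylation over 19442 shared windows was between 2.08% and 2.50% in 5 of them and 3.31% in Cvi x Col. The Col x Col endosperm was left out, since its 8430 CG windows are too few to share. These windows had a mean of 21.7%.

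To ask whether the endosperm is less methylated than the embryo, the tissues were compared within each cross. The endosperm was lower in 7 of 7 crosses in each context. The difference over crosses was -7.71 ± 2.16 percentage points in CG (SD, n = 7 crosses), -3.81 ± 1.08 in CHG and -0.843 ± 0.479 in CHH. An exact two-sided sign-flip permutation test gave p = 0.015625 for each context, the smallest value that 7 crosses allow, and the adjusted values were also 0.015625. In CG the endosperm was lower by 4.81 points in Cvi x Ler to 10.0 points in Ler x Cvi. In CHH the mean difference fell to -0.558 points when each library's own windows were used, with 6 of 7 crosses lower and an exact permutation p of 0.03125. The exception was Cvi x Col, at 3.05% in endosperm and 3.001% in embryo. Over the windows shared within that cross the endosperm was lower, at 3.03% against 3.57%. With only the 4 hybrid crosses the exact permutation test cannot go below 0.125.

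**Figure D2:**
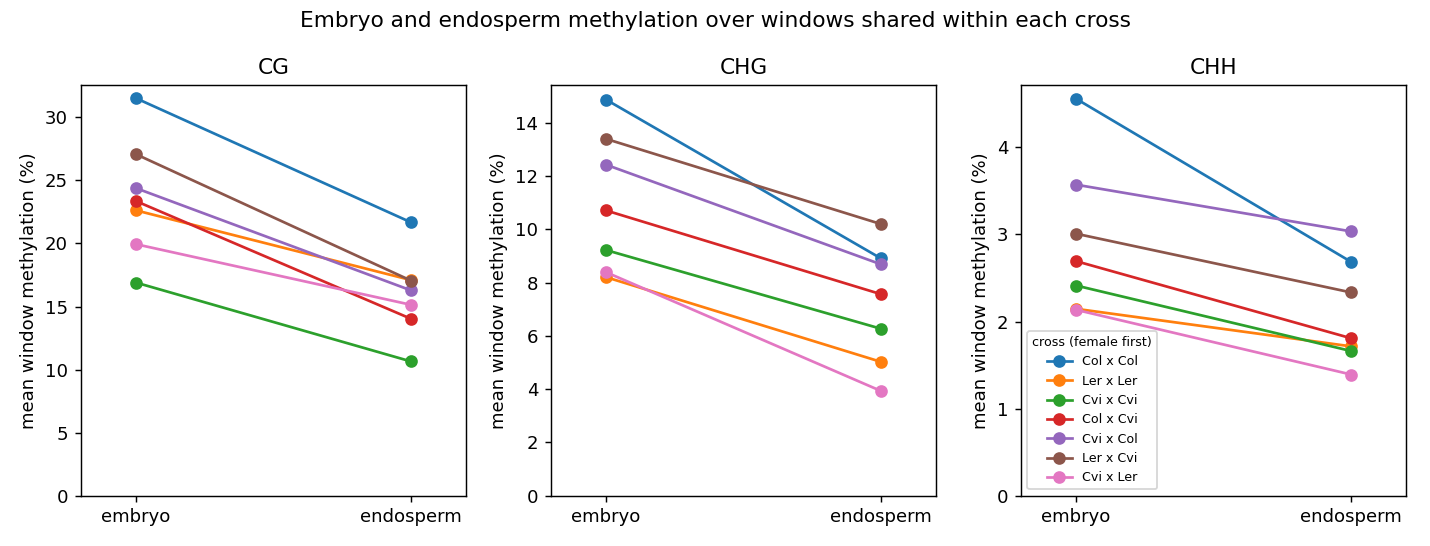
Mean window methylation in percent (vertical axis) of embryo and endosperm in CG, CHG and CHH, over windows shared within each cross, 1 line per cross. All 7 lines fall from embryo to endosperm in each context, by 7.71 points on average in CG.

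The strain difference was then examined by genomic feature. In protein-coding gene bodies (221317 CG windows) the mean was 15.7% in Col embryos, 15.9% in Ler embryos and 7.20% in Cvi embryos. Col exceeded Cvi by 8.51 points, with a range over chromosomes of 8.19 to 8.91, and Ler exceeded Cvi by 8.69 points (8.01 to 9.04). Col and Ler differed by -0.177 points, and the sign of that difference varied among chromosomes (-0.699 to 0.336). Outside annotated genes (101025 windows) Col, Ler and Cvi had 25.9%, 24.1% and 22.1%, and Cvi was lower than Col by 3.78 points (chromosomes 3.18 to 4.79). In pseudogenes the means were 79.1%, 76.5% and 72.3%. Restricting the windows to chromosome arms moved the difference outside genes most, to 2.09 points between Col and Cvi, and left 8.06 points in gene bodies. The selfed endosperms showed the same order, with gene bodies at 13.1% in Ler and 4.82% in Cvi.

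In CHG the strains were close. Gene bodies had 1.60% in Col, 1.43% in Ler and 1.62% in Cvi embryos, and windows outside genes had 13.7%, 12.6% and 13.7%. In CHH, gene bodies had 0.717%, 0.550% and 0.618%, and windows outside genes had 4.54%, 3.71% and 4.22%. In CG, Cvi was thus lower than Col by more than 3 points in gene bodies, pseudogenes and windows outside genes. In CHG the Cvi mean was not below the Col mean in any of these classes. In CHH, Cvi was lower by 0.0993 points in gene bodies (chromosomes 0.0810 to 0.116). The CHH difference was 1.67 points in pseudogenes (1.12 to 2.10) and 0.320 outside genes (0.177 to 0.472). CHH levels are far lower than CG levels, so points are not comparable between contexts.

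Strain windows were called between pairs of selfed embryos. Among 455669 CG windows tested between Col and Ler, 19352 were higher in Col and 18420 higher in Ler. Between Col and Cvi, 16478 of 200979 windows were higher in Col and 3266 higher in Cvi. Between Ler and Cvi, 14974 of 188510 windows were higher in Ler and 3328 higher in Cvi. The number tested differs because the Cvi x Cvi embryo is shallower. With the Col x Col and Ler x Ler embryos thinned to its calls, 4592 windows were higher in Col than in Ler and 3687 lower, the largest shift in a CG count among the alternatives. The excess of windows lower in Cvi did not extend to CHG, where 2310 windows were higher in Col and 2127 higher in Cvi, or to CHH, where the numbers were 4459 and 4267. Between Ler and Cvi, more windows were higher in Cvi both in CHG (2034 against 1614) and in CHH (4716 against 2184). Col exceeded Ler in 3633 CHG windows and 8665 CHH windows, and fell below it in 2357 and 2970.

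**Figure D3:**
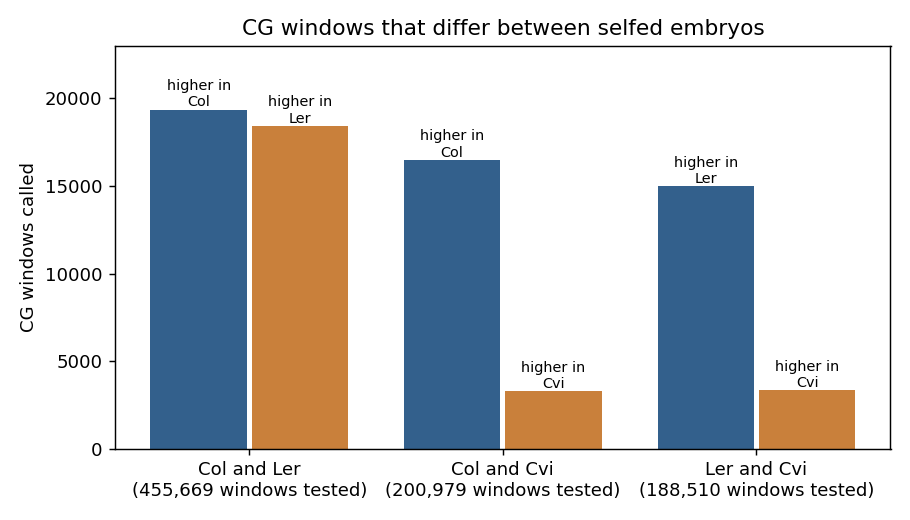
Number of CG windows called between pairs of selfed embryos (vertical axis, bars from 0), by pair and by the strain with the higher methylation. Bars for windows higher in Cvi reach 3266 and 3328, against 16478 higher in Col and 14974 higher in Ler.

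CG strain windows lay largely in genes. Of the windows higher in Col than in Cvi, 72.2% were in protein-coding gene bodies (Wilson 95% interval 71.5 to 72.9), against 57.8% of all windows tested. Of those higher in Cvi, 52.9% were (51.2 to 54.6). Between Ler and Cvi the shares were 77.7% and 50.2%, against 60.2% of windows tested. CHH strain windows had the opposite distribution. Of those higher in Col than in Cvi, 17.1% were in gene bodies and 59.1% outside annotated genes, against 58.0% and 33.7% of windows tested. Assigning windows by their midpoint changed these CG shares by less than 5 points.

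Tissue windows were called between the embryo and endosperm of each cross. In CG the embryo was higher in 12636 of 219368 windows in Ler x Ler and the endosperm in 548. In Cvi x Cvi the numbers were 13971 and 169 of 185948. The shallower crosses allowed fewer tests. In Col x Col 158 of 1628 windows were higher in the embryo and 7 in the endosperm. The same numbers were 1786 and 35 of 16513 in Col x Cvi, 1032 and 17 of 12948 in Cvi x Col, and 1157 and 19 of 7683 in Ler x Cvi. In Cvi x Ler the embryo was higher in 15728 of 205219 windows and the endosperm in 5679. This cross includes the embryo with displaced calls. More windows were higher in the embryo in 7 of 7 crosses in each of the 3 contexts, and they made up 5.76% to 15.1% of the CG windows tested. Requiring 6 cytosines in place of 3, which also raised the call minimum in both libraries, changed a CG count most, to 216 windows in Cvi x Col. The parts played by cytosines and by depth were not separated.

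Windows higher in the embryo were mainly outside genes. In CG, 61.2% to 77.2% of them lay outside annotated genes in the 6 crosses other than Cvi x Ler, against 30.2% to 45.5% of the windows tested. Gene bodies held 10.8% of them in Col x Col to 23.3% in Cvi x Cvi. In Cvi x Ler, gene bodies held 52.6% and windows outside genes 40.5%. In CHH, 78.2% to 86.8% of windows higher in the embryo were outside annotated genes in the 6 other crosses, and 52.8% in Cvi x Ler.

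To see whether regions less methylated in the endosperm are also variable among strains, the CG windows higher in the embryo of each hybrid cross were compared with strain windows higher in the other parent than in Cvi. The overlap was 130 of 1222 windows in Col x Cvi (10.6%), against a mean of 8.21% in circular shifts (permutation p = 0.08, adjusted 0.16). It was 8.02% in Cvi x Col against 8.24% (permutation p = 0.935, adjusted 0.935), and 7.25% in Ler x Cvi against 7.99% (permutation p = 0.667, adjusted 0.889). In Cvi x Ler, with the displaced library, it was 8.84% against 7.93% (permutation p = 0.0346, adjusted 0.138). No overlap was therefore distinguishable from the shifts after adjustment over the 4 crosses. The test had little room to find one. At gene-body windows methylated in Col only, the Col x Cvi embryo averaged 39.7%. At those methylated in Ler only, the Ler x Cvi embryo averaged 37.7%. A tissue window must lose at least 35 points, so such windows can seldom be called. When strain windows of either direction were counted, the overlap was 14.0% in Col x Cvi (permutation p = 0.0072, adjusted 0.0144) and 12.1% in Cvi x Ler (permutation p = 0.0002, the smallest that the shifts allow, adjusted 0.0008), above the shifts. In Cvi x Col and Ler x Cvi it was 11.2% (permutation p = 0.434, adjusted 0.579) and 10.5% (permutation p = 0.681, adjusted 0.681), not distinguishable from them.

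Hybrids were placed between their parents at CG gene-body windows called between the selfed embryos, on a scale where 0 is the Cvi embryo and 1 the other parent's embryo. Over 12849 windows the Col x Cvi embryo was at 0.536 (chromosomes 0.526 to 0.539) and the Cvi x Col embryo at 0.488 (0.470 to 0.504). Over 11989 windows the Ler x Cvi embryo was at 0.531 (0.525 to 0.541). The Cvi x Ler embryo, with its displaced calls, was at 0.276 (0.266 to 0.286). The endosperms lay closer to Cvi on this scale, which is set by embryos. Col x Cvi was at 0.0830 (-0.0450 to 0.168) and Cvi x Col at 0.174 (0.128 to 0.236) over 488 windows. Ler x Cvi was at 0.291 (0.157 to 0.361) and Cvi x Ler at 0.254 (0.209 to 0.280) over 1102 windows. Against the selfed endosperms of Ler and Cvi instead, over 937 windows, Ler x Cvi was at 0.500 and Cvi x Ler at 0.452. Taking all gene-body windows put the Col x Cvi and Cvi x Col endosperms at -0.258 and -0.103, below the Cvi embryo.

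**Figure D4:**
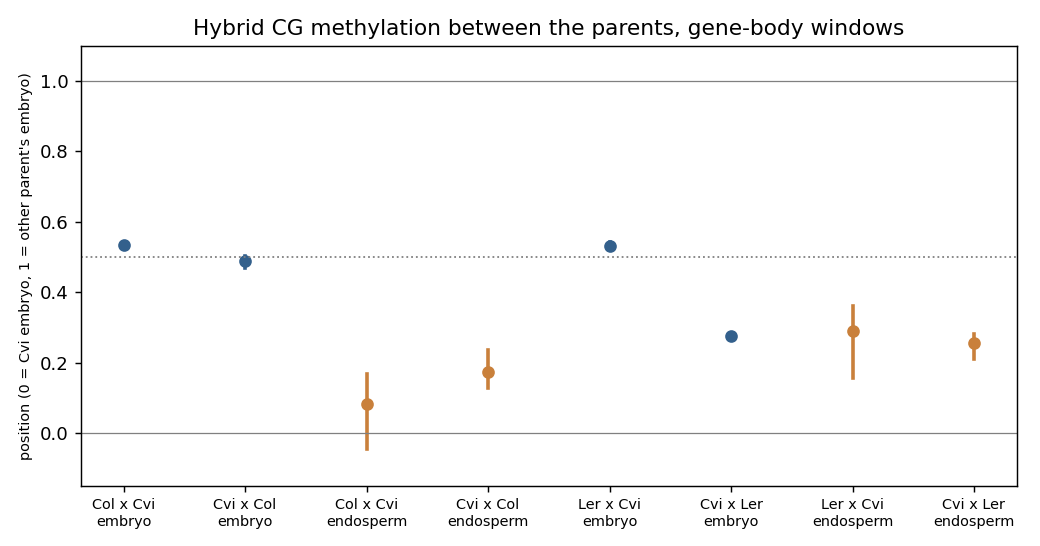
Position of each hybrid library between the Cvi embryo (0) and the other parent's embryo (1) at CG gene-body windows (vertical axis, no unit), 1 point per library with a bar for the range over the 5 chromosomes. Embryos without displaced calls sit at 0.488 to 0.536 and endosperms at 0.0830 to 0.291, and the Cvi x Ler embryo at 0.276 carries displaced calls.

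Reciprocal hybrids were compared to see whether the direction of the cross matters. The position with Col as female minus that with Cvi as female was 0.0476 in embryo (chromosomes 0.0275 to 0.0672) and -0.0914 in endosperm (-0.178 to -0.0680). For Ler and Cvi it was 0.0368 in endosperm (-0.0975 to 0.105), where the sign varied among chromosomes. The embryo value of 0.254 rests on the library with displaced calls. With all gene-body windows both Ler and Cvi values changed sign.

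Candidate loci were examined at the window with the widest CG range among selfed embryos, which is chosen for that range, so the tests below are not independent evidence of a difference. Of the 12 genes that the study lists as candidates for allele-specific imprinting, 8 had a range of at least 35 points. By the same rule 61.2% of 26919 protein-coding genes reached that range. The median range was 89.9 points for the candidates and 50.7 points for all protein-coding genes. When all windows of a gene and its flanks were averaged, 0 of the 12 reached 35 points. Of 36 strain tests at these genes, 22 had a Fisher p under 0.01 adjusted over the list alone, and 16 were called among all windows tested. Of 37 tissue tests, 8 and 4 were.

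The window of HDG3 (AT2G32370), on chromosome 2 from 13740201 to 13740500 in TAIR10 coordinates, lies 378 nt upstream of the gene. CG methylation was 91.4% in the Col embryo (116 calls, Wilson 95% interval 84.9 to 95.3) and 84.6% in the Ler embryo (52 calls, 72.5 to 92.0). In the Cvi embryo 0 of 43 calls were methylated, with an upper bound of 8.20%. The Fisher p for Col and Cvi was 1.36e-29. In Ler endosperm it was 26.9% (67 calls), lower than in the Ler embryo (Fisher p = 3.06e-10). The embryos had 44.4% in Col x Cvi and 41.9% in Cvi x Col, and the Ler x Cvi embryo had 31.7%. The Cvi x Ler endosperm had 29.2% (72 calls) and the Cvi x Ler embryo, the library with displaced calls, 19.7% (61 calls, Fisher p = 0.232).

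The window of AT3G14205, on chromosome 3 from 4721801 to 4722100, lies 798 nt upstream of the gene. It had 95.3% in the Col embryo (342 calls), 88.7% in the Ler embryo (115 calls) and 0% in the Cvi embryo (110 calls, upper bound 3.37%). The Fisher p for Col and Cvi was 1.91e-88. In Ler endosperm it had 45.3%, lower than in the Ler embryo (Fisher p = 9.92e-10). The order was opposite in Cvi x Ler, with 36.7% in the endosperm (245 calls). The Cvi x Ler embryo, the library with displaced calls, had 11.8% (102 calls, Fisher p = 1.33e-06). The Col x Cvi embryo had 39.0% (159 calls) and the Cvi x Col embryo 65.8% (111 calls).

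The window of AT2G34890, on chromosome 2 from 14721801 to 14722100, lies 530 nt upstream of the gene. Here Ler was the strain without methylation, with 0 of 37 calls in the embryo (upper bound 9.41%), against 94.1% in Col (101 calls) and 95.3% in Cvi (43 calls). The Fisher p for Ler and Cvi was 8.61e-21. In Cvi endosperm it had 15.2% (66 calls), lower than in the Cvi embryo (Fisher p = 4.85e-18). The Ler x Cvi embryo had 49.5%. The Cvi x Ler endosperm had 25.0% (24 calls) and the Cvi x Ler embryo, the library with displaced calls, 13.5% (37 calls, Fisher p = 0.315).

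Among the remaining candidates, ATRX (AT1G08600) was methylated in Ler only, at 91.5% against 0% in Col and Cvi. SUVH9 (AT4G13460) was methylated in Ler (96.4%) and Cvi (80.0%) and had 1.54% in Col. VIN3 (AT5G57380) had the narrowest range, 6.67 points. Of the 10 loci examined by another assay or named for methylation, B160 (AT4G21430), HDG9 (AT5G17320), MEE27 (AT2G34880), YUC10 (AT1G48910) and NRPD1A (AT1G63020) had over 80% in Col and Ler and at most 3.85% in Cvi. At NRPD1A the Cvi value rests on 22 embryo calls, and in the Cvi endosperm 5 of 10 calls were methylated. Its embryos had 69.5% in Col x Cvi, 64.7% in Cvi x Col and 76.9% in Ler x Cvi. The Cvi x Ler endosperm had 30.0% and the displaced Cvi x Ler embryo 12.0%. An unmethylated Cvi allele is therefore uncertain there. That window lies in a coding exon and intron, not in the 5' region that the study named. Of the 30 strain tests at these 10 loci, 13 had a Fisher p under 0.01 adjusted over the list alone, and 12 were called among all windows tested.

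Windows higher in the embryo were found at 3 genes in all 7 crosses, AT2G11462, AT1G40104 and AT2G08986, and at 25 genes in 6 crosses. The mean difference over called windows was 45.5, 44.4 and 44.4 points at the 3 genes. Among the 25, AT1G78635 and its neighbour AT1G78630 had the largest mean differences, 67.6 and 67.3 points, and share windows. Of the 3 genes, AT2G08986 lies closest to a centromere, at 3618058 to 3626460 on chromosome 2, where the centromere was placed at 3608429. These counts include the Cvi x Ler cross, and genes with more testable windows have more chances to be called.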

Values the study reported

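The study reported CG methylation of 28.1% in Col embryos, 22.4% in Ler embryos and 16.3% in Cvi embryos. It put CG methylation of gene bodies 50% lower in Cvi than in Col or Ler. CHH methylation in the Cvi x Col cross was given as 3.0% in endosperm and 3.1% in embryo. A bisulfite conversion rate of at least 99.70% was stated for every library. The study counted 365,000 to 500,000 informative windows between strains and 12,000 to 14,000 CG windows more methylated in Col than in Cvi or Ler. Between Col x Cvi embryo and endosperm it counted 2305 CG windows more methylated in the embryo among 23,000 informative windows. Overlap of strain and tissue regions was put at 12% for transposable elements and 31% for genes.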

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

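The test of nuclear copies over all mitochondrial values and the comparisons over shared windows were fixed before their results were seen. The test of incomplete conversion on the plastid genome, the test of nuclear copies in the Col x Col and Cvi x Col endosperms, the corrections by the plastid level and the test of conversion on the reciprocal difference were chosen after the values had been seen.

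Calls on the plastid and mitochondrial genomes enter no comparison of the report, and no group of control samples exists. Both genomes gave methylated calls above the limit that a count of 0 allows, which was at most 0.000703% in CHH. Plastid windows were present in 10 libraries. Their share of methylated CHH calls was 0.324% in the Col x Col endosperm, 0.1502% in the Ler x Ler embryo, 0.217% in the Ler x Ler endosperm, 0.137% in the Cvi x Cvi embryo and 0.139% in the Cvi x Cvi endosperm. It was 0.894% in the Cvi x Col endosperm, 0.0386% in the Ler x Cvi embryo, 0.266% in the Ler x Cvi endosperm, 0.0926% in the Cvi x Ler embryo and 0.194% in the Cvi x Ler endosperm.

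The plastid genome is usually taken to be unmethylated, so calls there may come from incomplete bisulfite conversion, which acts on a cytosine with little regard to its context. The ratio of CG to CHH percentages was at most 1.38 and at least 0.288 over the 10 libraries, and the order CG above CHG above CHH, which nuclear DNA has, appeared in 1 of the 10. Nuclear ratios in the same libraries were at least 5.35, so a large share of nuclear DNA among these calls is argued against. The ratio of 0.288 is lower than equal conversion in all contexts would give. Incomplete conversion cannot be told apart from sequencing error or from a conversion that varies with context, because no spiked control was analysed here. No biological explanation was tested.

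Mitochondrial CHH percentages were 0.694% in the Col x Col endosperm, 0.197% in the Ler x Ler embryo, 0.316% in the Ler x Ler endosperm, 0.233% in the Cvi x Cvi embryo and 0.236% in the Cvi x Cvi endosperm. They were 1.09% in the Cvi x Col endosperm, 0.202% in the Ler x Cvi embryo, 0.239% in the Ler x Cvi endosperm, 0.253% in the Cvi x Ler embryo and 0.252% in the Cvi x Ler endosperm. They exceeded the plastid value in 9 of 10 libraries, the exception being the Ler x Cvi endosperm. Copies of mitochondrial DNA in the nucleus, which carry nuclear methylation, would raise CG far above CHH. The median ratio of CG to CHH was 1.05 over the 10 libraries, which argues against such copies as the whole cause. In 8 libraries the ratio was 0.974 to 1.13. In the Col x Col endosperm it was 6.62 and in the Cvi x Col endosperm 2.70, which is consistent with nuclear copies contributing in these 2 libraries. What raises the mitochondrial level in the others stays open, and no biological explanation was tested.

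The reciprocal difference between Col and Cvi had opposite signs in the tissues: 0.0476 in embryo and -0.0914 in endosperm, with each of the 5 chromosomes on the same side within a tissue. With 1 library per cross and tissue, the difference between tissues was not tested. The embryo value rests on 12849 windows and the endosperm value on 488. Over the windows of the endosperm comparison with a value in the embryos (479), the embryo difference was 0.0574 (chromosomes 0.0176 to 0.136), so the choice of windows does not account for the opposite signs. Incomplete conversion would raise windows without methylation in any strain, and these had 0.493% in the Col x Cvi embryo, 0.434% in the Cvi x Col embryo, 0.385% in the Col x Cvi endosperm and 0.782% in the Cvi x Col endosperm. After these levels were taken away the differences were 0.0471 in embryo (chromosomes 0.0269 to 0.0667) and -0.0829 in endosperm (-0.167 to -0.0617), which argues against incomplete conversion as the whole cause. At gene-body windows methylated in all 3 strains, the Cvi x Col endosperm had 60.8% (244 windows) and the Col x Cvi endosperm 54.7% (225 windows). At those methylated in Cvi only, the values were 49.9% (36 windows) and 43.1% (28 windows). The Cvi x Col endosperm was thus higher also where Col does not exceed Cvi, so a difference in level between these libraries stays open. Differences between single libraries in dissection or growth also stay open, as does a biological difference between embryo and endosperm. The endosperm receives more maternal than paternal genomes, which alone would make the endosperm difference positive. The value of -0.0914 has the opposite sign, so the unequal number of parental genomes alone does not account for it. The explanations left open could not be separated with these libraries.

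The CHH difference between selfed Ler and Cvi, Ler minus Cvi, was negative in embryos and positive in endosperms in all 4 feature classes. In protein-coding gene bodies it was -0.0682 points in embryo and 0.0552 in endosperm. In pseudogenes it was -0.605 and 0.940, in non-coding RNA genes -0.381 and 0.0881, and outside annotated genes -0.513 and 0.0306. The difference between tissues was not tested, since each value compares 2 libraries. Over windows with a value in all 4 libraries the signs stayed opposite in the 4 classes, with 0.901 points in endosperm at pseudogenes (chromosomes 0.675 to 1.21), so different windows are argued against. On the same windows the endosperm difference was 0.0483 in non-coding RNA genes and 0.0165 outside genes, and in both classes the chromosomes lay on either side of 0.

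The plastid CHH level was higher in the Ler x Ler endosperm than in the Cvi x Cvi endosperm, and incomplete conversion may therefore add to the difference. After the plastid level of each library was taken away, the endosperm difference at pseudogenes was still 0.830 points, which argues against incomplete conversion as its whole cause. In the 3 other classes the endosperm difference turned negative, to -0.0278 in gene bodies, -0.0295 in non-coding RNA genes and -0.0606 outside genes, which is consistent with incomplete conversion there. A biological difference between tissues stays open for pseudogenes, untested, beside a difference between single libraries.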

How the results depend on the processing

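Most alternatives were chosen before the values were read. The tests without the Cvi x Ler cross, with the selfed endosperms as parents and with calls thinned to the depth of the Cvi x Cvi embryo were chosen after the first results had been seen. Of 179 alternative values of the main comparisons, 82 left the result as reported (a count within 1.5 times), 7 changed its direction and the others changed its size or strength. Unless the construction of an alternative shows it, the cause was not tested. No paired analysis by replicate was possible because each group has 1 library.

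The lower methylation of endosperm held with the window mean files and without the Col x Col cross. It also held without the Cvi x Ler cross, where the CG difference was -8.19 points (exact p = 0.0312, the smallest possible with 6 crosses). On each library's own windows the CHH difference was negative in 6 of 7 crosses. In the 4 hybrid crosses alone it was -8.07 points in CG, -3.64 in CHG and -0.710 in CHH, and the exact p of 0.125 is the smallest that 4 crosses allow. In the 13 libraries compared over shared windows, the level shifted by at most 0.143 points with the window mean files and by up to 8.40 points on a library's own windows. In the Col x Col endosperm, left out of that comparison, the window mean file gave 19.6% in CG against 21.7%, 7.22% in CHG against 8.95% and 2.06% in CHH against 2.70%. That file holds more windows (311463 against 8430 in CG).

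Strain differences in CG kept their sign in each setting, but their size changed. With windows assigned by their midpoint, Col minus Ler, Col minus Cvi and Ler minus Cvi were -0.239, 9.22 and 9.46 points in gene bodies and 1.58, 3.43 and 1.85 outside genes. On chromosome arms they were -0.355, 8.06 and 8.42 in gene bodies and 0.907, 2.09 and 1.18 outside. With the window mean files, gene bodies gave 8.57 for Col minus Cvi and 8.73 for Ler minus Cvi, and Col minus Ler outside genes was 1.66. In selfed endosperms, Ler minus Cvi was 8.31 in gene bodies and 3.35 outside.

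Counts of strain windows depended on the limits. At 50 points (20 in CHH), 11551 CG windows were higher and 10663 lower in Col than in Ler, and other counts fell to 3466 in CHG and 2768 in CHH for Col and Ler, 2926 and 2563 for Col and Cvi, and 2595 in CHH for Ler and Cvi. Taking every second window, which removes overlap, lowers counts by construction. It left 9661 higher and 9204 lower in CG, 2979 in CHG and 5783 in CHH for Col and Ler. For Col and Cvi it left 8199, 1624, 2244 and 4342, and for Ler and Cvi 7454, 1638, 1833 and 3380. With at least 6 cytosines and the higher call minimum that goes with them, Col and Cvi had 5651 higher and 1263 lower CG windows and 2036 in CHG. Ler and Cvi had 4798, 1233 and 1664. Without a limit on p, CHH counts rose to 13235 for Col and Cvi and 11052 for Ler and Cvi. Thinned calls left 4592 windows higher and 3687 lower in Col than in Ler. The excess of CG windows lower in Cvi stayed in each setting.

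By midpoint, gene bodies held 71.1% of the CG windows higher in Col than in Ler and 81.8% of those lower. They held 70.4% of the windows higher in Col than in Cvi and 48.5% of those lower, and 76.0% of the windows higher in Ler than in Cvi and 45.9% of those lower. For windows higher in the embryo the share was 17.7% in Ler x Ler, 20.2% in Cvi x Cvi, 15.5% in Col x Cvi, 8.24% in Cvi x Col, 9.85% in Ler x Cvi and 47.4% in Cvi x Ler.

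CG windows higher in the embryo numbered 60 in Col x Col, 7005 in Ler x Ler, 8687 in Cvi x Cvi, 814 in Col x Cvi, 566 in Cvi x Col, 438 in Ler x Cvi and 9634 in Cvi x Ler at 50 points. With at least 6 cytosines and the higher call minimum they numbered 49, 6161, 6827, 427, 216, 346 and 5812 in the same order. In CHG and CHH, 33 of 56 alternative counts changed by more than 1.5 times. Depth limits these counts, since most endosperms had few windows deep enough to test, so counts are not compared between crosses.

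The overlap with strain windows changed with the strain windows used. With strain windows of either direction it was 14.0% in Col x Cvi (permutation p = 0.0072, adjusted 0.0144) and 12.1% in Cvi x Ler (permutation p = 0.0002, adjusted 0.0008), each above the shifts. It was 11.2% in Cvi x Col (permutation p = 0.434) and 10.5% in Ler x Cvi (permutation p = 0.681), which moved from below to above the mean of the shifts, 9.88% and 9.76%. At 50 points the overlap in Cvi x Ler was 5.64% and fell below the shifts (permutation p = 0.665). The largest departure at that limit was in Cvi x Col, where the overlap was 2.91% against 6.07% in the shifts (permutation p = 0.0634, adjusted 0.254). The limit of 50 points was applied to the tissue windows too. At gene-body windows methylated in Col only, the embryos averaged 39.7% in Col x Cvi and 38.1% in Cvi x Col. That leaves little room for a fall of 50 points, so a low overlap at this limit is partly built in. No conclusion is drawn from it. The conclusion on overlap thus depends on which strain windows are counted, and the Cvi x Ler values also carry the displaced calls.

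Hybrid positions depended most on the windows. Over all gene-body CG windows, where the parents differ little, the position was 0.594 in the Col x Cvi embryo, 0.491 in the Cvi x Col embryo, 0.572 in the Ler x Cvi embryo and 0.618 in the Cvi x Ler embryo. In endosperm it changed sign to -0.258 in Col x Cvi and -0.103 in Cvi x Col, and was 0.0416 in Ler x Cvi and 0.105 in Cvi x Ler. The reciprocal differences there were 0.103 in embryo and -0.154 in endosperm for Col, and for Ler they reversed to -0.0457 in embryo and -0.0635 in endosperm. With the window mean files the embryo was at 0.541 in Col x Cvi and at 0.494 in Cvi x Col. With the selfed endosperms as parents, the Ler x Cvi endosperm was at 0.500 and the Cvi x Ler endosperm at 0.452. The endosperm positions in the report therefore depend on embryos standing in for the parents.

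At the named genes, the mean over each gene and its 2 kb flanks left 0 of 12 candidate genes with a range of at least 35 points among selfed embryos, where single windows gave 8. Averaging over many windows lowers the range of a short differing region by construction. The result for these genes therefore concerns single windows.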

Other observations

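The tests on depth for windows lower in Cvi and on the first 800 kb of 2 chromosomes were fixed before their results were seen, although those segments were chosen with the offsets in view. The other tests in this part were chosen after the result was seen. For the Cvi x Ler embryo, the tests of low depth and of an exchanged label replaced earlier ones by correlation alone, whose outcome changed with the depth of the windows.

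The CG profile of the Cvi x Ler embryo departed from those of the other embryos. Across windows with at least 10 calls its closest correlation with any of the other 13 libraries was 0.797, against at least 0.910 for each of the other 6 embryos. At windows with at least 100 calls its correlations with 9 libraries rose to between 0.829 and 0.963, the highest with the Cvi x Cvi embryo (1076 windows). Windows are not independent replicates. The 228 matching blocks (78.4% of those searched), with offsets that climb along each chromosome to between 354 and 437 kb, are consistent with part of the calls sitting at displaced positions. In these blocks the profile could be described with a median weight of 39.0% in place and 34.4% at the offset. A step that places reads in the coordinates of another assembly without converting them is a candidate explanation for such a climb. No file of unconverted positions was analysed here.

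Whether the displaced calls of the Cvi x Ler embryo come from Ler alleles was examined in 3 ways. The partial correlation at the offset was higher with Ler than with Cvi in 183 of 228 blocks. Where the offset position was methylated in Ler only, the library had 18.1% (2297 windows), where it was methylated in Cvi only it had 14.6% (401 windows), and where it was unmethylated in both it had 1.85%. Keeping only windows in place with no methylation nearby, the values were 16.4% (1030 windows), 14.2% (67 windows, chromosomes 2.15 to 22.3) and 0.687% (10919 windows). Displaced Cvi alleles should be absent if Ler alleles alone were displaced, and the 67 windows are too few and too uneven among chromosomes to decide. The origin of the displaced calls in this library cannot be told apart between the parents.

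Other explanations for the Cvi x Ler embryo were weighed. Col material would not lower methylation where all 3 strains are methylated, and the library had 60.6% at such gene-body windows against 81.1% to 87.9% in the other 6 embryos. Endosperm in the library would not add methylation where the 3 selfed embryos have none. There it had 5.58% against at most 0.493% in the other embryos and 0.338% in its own endosperm. Low depth would disturb a shallower library at least as much, but the Cvi x Cvi embryo, with 8096343 CG calls against 13690322, had a closest correlation of 0.910 at windows with at least 10 calls. The higher correlations in deep windows leave room for a part played by depth. With the reciprocal embryo the correlation there was 0.856 (5677 windows), against 0.993 for the Col and Cvi reciprocals. With a label exchanged within the series, the methylation at windows unmethylated in the 3 selfed embryos would be that of another library, and the other 13 libraries had at most 1.03% there. Each of these is argued against as the whole cause. An exchange with a library from elsewhere was not tested, and no biological explanation was tested.

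This library was at 0.276 between Cvi and Ler, nearer to Cvi than its reciprocal at 0.531. Over all gene-body windows the order was reversed, at 0.618 against 0.572. At gene-body windows methylated in Cvi alone this library had 43.4% against 46.0% in the reciprocal, which is no shift toward Cvi. At gene-body windows methylated in Ler alone it had 27.1% against 37.7%, which is a shift toward Cvi. If displaced calls were the cause, segments with offsets near 0 might reach the reciprocal's position. Over the first 800 kb of chromosomes 1 and 3 (208 windows) it was at 0.452, against 0.510 for the reciprocal, but 14 of 130 other segments of that length were as high. Displaced calls and a true reciprocal difference therefore cannot be told apart here. Such segments hold few windows, and their positions ranged from -2.71 to 0.942.

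With all calls pooled, the Col x Col endosperm had a higher share of methylated CG calls (37.8%) than its embryo (29.0%), although its mean over shared windows was lower. The few windows in its weighted file are a candidate explanation. Over shared windows the endosperm had 37.7% pooled, and the embryo had 45.0% when its windows were weighted by the endosperm's calls. In the endosperm 41.4% of CG calls lay in 100 windows. These values are consistent with untypical windows taking a large share of its calls.

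CG windows lower in Cvi outnumbered those higher in Cvi, by 5.05 to 1 against Col. Base changes between Cvi and the reference, read as lost methylation, may produce such an excess, and they should then be most frequent outside genes, where sequences diverge more. The ratio was 3.10 outside annotated genes and 6.89 in gene bodies. In CHG, where base changes would act too, it was 1.09. Base changes are thus argued against as the whole cause. The Cvi x Cvi embryo was also shallower. When the Col x Col and Ler x Ler embryos were thinned to its calls, the ratio of windows higher in Col to windows higher in Ler was 1.25, while the ratio was still 5.01 for Col and Cvi and 4.46 for Ler and Cvi, which argues against depth as the cause. A difference between the strains was not tested here and stays open for these libraries, since the windows were called with 1 selfed Cvi embryo. The study has further evidence for it. From published leaf data it described low CG methylation as a general property of Cvi. Its bisulfite sequencing of single loci matched its genome-wide data. Those data were not analysed here. CG methylation of gene bodies was also lower in the selfed Cvi endosperm (4.82%) than in the selfed Ler endosperm (13.1%), with 1 library of each.

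The Cvi x Col endosperm had the highest CHH level of 6 endosperm libraries, 3.31% against at most 2.50%. It also had the highest plastid CHH level, so incomplete conversion may raise it. After the plastid level was taken away it was 2.44%, and the highest of 4 other endosperms was 2.36%, so the gap fell from 0.818 to 0.0833 points. Plastid values of the Col x Cvi endosperm were not analysed here, and that library had 2.35% before any correction. The remaining gap has no replicate spread to be set against. A higher CHH level in this cross and incomplete conversion cannot be told apart.

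The number of windows tested between Col and Cvi embryos, with at least 15 calls in each, was 200979, while 366927 CG windows had a value in the Cvi x Cvi embryo. The number tested is lower than the range quoted from the study above, whose definition of an informative window was not reproduced here. Between Col and Ler embryos 455669 CG windows were tested, which lies within that range. With the 3 contexts pooled, the share of methylated calls on the plastid genome was 0.873% in the Cvi x Col endosperm. That is higher than the quoted conversion rate leaves. The overlap of tissue and strain windows was 10.6% in Col x Cvi, counted in windows. That is lower than the highest overlap quoted from the study above, which was counted in features and over both reciprocal crosses together.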
